A study of Mus musculus with 23 samples.

How the data were processed

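RNA was measured in 23 mouse sequencing libraries made with a low-input protocol in which cDNA primed with oligo-dT is cut and tagged by the Tn5 transposase. Of these, 12 libraries came from sorted splenic CD3+ T cells, with 3 libraries each at 100, 500, 1000 and 10000 cells. The other 11 came from diluted RNA, with 2 libraries at 0.1 ng and 3 each at 0.5, 1 and 5 ng. The series design calls the diluted RNA spleen RNA, whereas the sample characteristics name RAW 264.7, a macrophage cell line, so marker genes describe that material below.

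The deposited table holds whole-number counts for 22488 gene symbols and 23 libraries, with no normalization by the authors. The submitters list HISAT2 2.1.0, featureCounts without a version, and the genome build mm8. Between 57.9% and 70.7% of the nonzero counts of a library were even, so each mate of a read pair may have been counted, and the counts are not independent molecules. Totals ran from 1737067 to 7908638 counts per library. Intervals and floors given here cover counting error only. Gene lengths came from GENCODE release M21 on GRCm38, where 22459 symbols (99.9%) had a length, and no coordinates are given because the build differs from the one listed.

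Pairs of groups were compared with edgeR 4.0.16 under R 4.3.3, using TMM factors, edgeR's filter on low counts over the libraries of the fit, the quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested, with a threshold of 0.05. Each fit held only the libraries compared. The lower inputs were compared with 10000 cells or with 5 ng, 10000 T cells were compared with 5 ng RNA, and a slope over log10 of the input was fitted within each material. Standard errors (SE) of log2 fold changes come from these fits, and CPM (counts scaled by the library total) are given as mean ± SD. The labels do not say whether replicates came from separate animals or separate dilutions, so the p-values may measure technical spread alone.

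Gene lists were fixed before the data were examined. They covered T cell core, naive T cell, CD4 helper and regulatory T cell, cytotoxic T and NK cell, B cell, plasma cell, macrophage and monocyte, splenic red pulp macrophage, neutrophil, erythroid, platelet and megakaryocyte, stroma and endothelium, and dendritic cell and MHC class II genes. They also covered immediate early, heat shock, interferon response, cell cycle, housekeeping, nuclear long noncoding RNA, cytosolic ribosomal protein, nuclear-encoded oxidative phosphorylation, mitochondrially encoded, proteasome and replication-dependent histone genes. The nuclear long noncoding RNA list had 0 members in the table and gave no result. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, on log2 CPM with a prior count of 2, adjusted over the lists of a comparison. Camera with an estimated correlation and fry were run beside it. Olfactory and vomeronasal receptor genes and a group of 11 genes around Gm10800 were added as lists after seeing the data.

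Named genes were chosen by a rule fixed before the data were examined. In the 3 leading comparisons (100 against 10000 T cells, 0.1 against 5 ng RNA, 10000 T cells against 5 ng RNA) it took the 8 largest rises and 8 largest falls past the threshold. These genes had groups that did not overlap, a mean of at least 10 CPM in the higher group, and no symbol of a predicted gene or small RNA. Elsewhere it took 4 and 4, and it added up to 4 members of each list with the highest mean CPM. Folds against a group with no counts are lower bounds against a floor of 3 counts over the group, and groups with 1 to 3 counts are given as ratios with a 95% counting interval. Immunoglobulin and T cell receptor variable genes, globins, histones, odorant receptors and the Gm10800 group have close relatives, so counts of single members are uncertain.

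Genes detected were counted after each library was thinned without replacement to 1737067 counts, and groups were compared with a two-sided exact permutation test. Correlations with log10 input used 100000 permutations. Agreement between replicates was Pearson's r of log2(CPM + 1) across genes, and spread was edgeR's common biological coefficient of variation (BCV) within a group.

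The alternatives tried were DESeq2 1.42.0, DESeq2 size factors in edgeR, no filter on low counts, replicate number as a block, thinning, all groups of a material in 1 fit, limma's voomWithQualityWeights, other pseudocounts and detection limits, and leaving out each replicate in turn. Replicate numbers did not pair the libraries: none of 36 same-numbered pairs had a residual correlation over 0.1 (range -0.0341 to 0.0278). The tests were also tested on simulated data, with 100 genes changed 2-fold and 100 changed 4-fold in each of 3 simulations per comparison. No library was left out of the values reported unless stated.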

Results

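The libraries measured poly(A) RNA from sorted mouse T cells and from diluted RNA at 4 inputs each. Totals per library ran from 1849181 to 3760980 counts at 100 cells, 2222347 to 2575103 at 500, 2363975 to 2715179 at 1000 and 3401992 to 3627647 at 10000 (n = 3 each). The diluted RNA libraries held 1737067 to 1962934 counts at 0.1 ng (n = 2), 3702988 to 4230190 at 0.5 ng, 3665052 to 4477814 at 1 ng and 6841726 to 7908638 at 5 ng (n = 3 each). Replicate 3 of the 100-cell group held 3760980 counts, against 1923669 and 1849181 in replicates 1 and 2.

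The first question was how many genes a library detects as its input falls. At a common depth, T cell libraries detected 16728.3 ± 646 genes (SD, n = 3) from 100 cells, 18458.3 ± 9.61 from 500, 18448.3 ± 130 from 1000 and 19296 ± 56.7 from 10000. Diluted RNA gave 13881 ± 91.9 genes at 0.1 ng (n = 2), and 14816.3 ± 97.1, 15026.3 ± 97.4 and 15835.7 ± 44.8 at 0.5, 1 and 5 ng (n = 3). Each lower input differed from the largest with an exact permutation p of 0.1, two-sided, which is the smallest these group sizes allow. Genes detected rose with log10 input in T cells (Pearson's r = 0.894, permutation p = 1e-04, adjusted p = 1e-04; Spearman's rho = 0.842, permutation p = 0.00141). The same held in RNA (r = 0.991, permutation p = 2e-05, adjusted p = 4e-05; rho = 0.970, permutation p = 3e-05), with 2 relations tested. Without the 2 libraries farthest from the median input, r was 0.867 and 0.983. The relation needed the lowest counts: at a limit of 5 counts, r was -0.00621 in T cells (permutation p = 0.985) and -0.715 in RNA (permutation p = 0.0133), which rested on the 0.1 ng libraries (r = 0.0949 without them). Of 1435 olfactory and vomeronasal receptor genes, 96.45% had a count at 10000 cells and 86.48% at 100 cells. At 5 and 0.1 ng it was 51.08% and 37.63%. Genes detected may thus include background and cannot be read as genes expressed, nor can the excess of T cells over RNA.

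**Figure D1:**
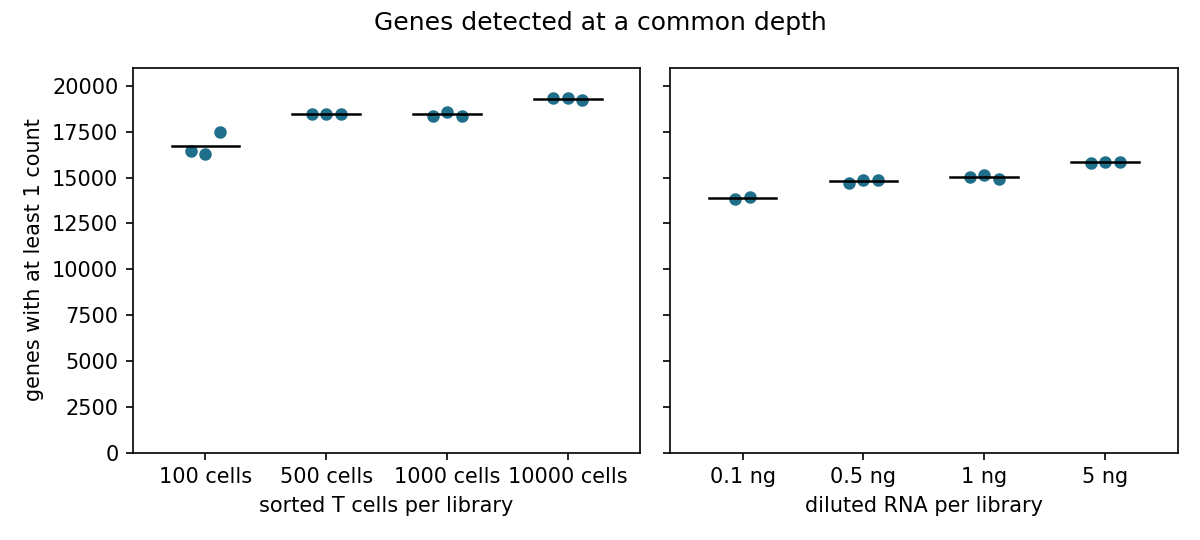
Genes with at least 1 count after thinning to a common depth, by cells or RNA per library. Points are libraries and bars are group means, which ran from 16728.3 to 19296 genes in T cells and from 13881 to 15835.7 in RNA. Genes with background counts alone may be included.

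Replicates resembled each other more as input rose. Mean r across genes between T cell replicates was 0.842 at 100 cells, 0.913 at 500, 0.934 at 1000 and 0.964 at 10000, over 3 pairs each. In RNA it was 0.853 for the 1 pair at 0.1 ng, then 0.967, 0.977 and 0.988 at 0.5, 1 and 5 ng. Genes are not independent replicates, and these values were not tested. The BCV fell from 0.707 at 100 cells to 0.352, 0.276 and 0.133 at 500, 1000 and 10000 cells, and from 0.753 at 0.1 ng to 0.257, 0.164 and 0.0858 at 0.5, 1 and 5 ng.

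Comparing 10000 T cells with 5 ng RNA asks which cell types each material holds. T cell genes were higher in the T cells: Tcf7, a T cell transcription factor, by 2.15 (SE 0.0436, log2) and Cd4, the helper T cell co-receptor, by 1.90 (SE 0.0589). B cell, myeloid and red cell genes were higher in the RNA. Igkc, the kappa light chain, lay at 106 ± 12.4 CPM in T cells and 11352 ± 576 CPM in RNA (log2 fold change -6.85, SE 0.0471, n = 3 each), Lyz2, a macrophage lysozyme, was lower in T cells by a log2 fold change of -5.93 (SE 0.0660), and Hbb-bs, a beta globin, by -6.59 (SE 0.0674). Uty, a Y-linked gene, had 0 counts in T cells and was at least 153-fold lower there than in RNA. At 5 ng, B cell genes took 4.29 ± 0.0652% of counts, neutrophil genes 0.572 ± 0.0150% and erythroid genes 0.486 ± 0.00222% (n = 3). T cell core genes took 0.292 ± 0.0103% there, and macrophage and monocyte genes 0.4985 ± 0.00482%. This mix argues against a macrophage line as the only source of the 5 ng RNA, and spleen RNA remains a candidate.

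All 24 T cell core genes rose in T cells, as did 11 of 12 naive T cell genes and 9 of 10 CD4 helper and regulatory genes, while Foxp1 of the naive list fell by 0.37 (log2, SE 0.0483). All 20 B cell, 10 plasma cell, 11 red pulp macrophage, 15 neutrophil, 14 erythroid and 13 dendritic cell and MHC class II genes fell, as did 18 of 20 macrophage and monocyte, 22 of 23 cell cycle and 21 of 33 histone genes. Adjusted over the list alone, these counts were the same except for 22 histone genes. Camera passed for each of these 12 lists, and each held with an estimated correlation (adjusted p 0.0179 to 0.0280). Camera was lost with an estimated correlation for platelet genes, 5 of 7 lower (adjusted p = 0.0652), immediate early genes, 12 higher and 3 lower of 17 (adjusted p = 0.0945), and proteasome genes, 22 of 38 lower and 2 higher (adjusted p = 0.0793). It was also lost for oxidative phosphorylation genes, 28 of 75 lower (adjusted p = 0.136), and mitochondrially encoded genes, 10 of 13 lower (adjusted p = 0.327). Adjusted over the list alone, the lower genes numbered 5, 4, 22, 25 and 10 in these 5 lists. Camera did not pass for cytotoxic T and NK cell genes (6 higher, 8 lower of 16; adjusted p = 0.522), stroma and endothelium (4 and 2 of 13; 0.522), heat shock (3 and 4 of 9; 0.798), interferon response (8 and 6 of 20; 0.522), housekeeping (2 and 10 of 18; 0.0501) or ribosomal protein genes (14 and 32 of 82; 0.162). Adjusted over the list alone, 9 interferon response genes were higher and 33 ribosomal protein genes lower, with the other counts the same.

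Among the 8 falls in T cells that the rule took as largest, those besides Uty were antibody genes. Igkv13-85, Igkv12-98, Ighv1-78, Igkv6-20 and Ighv1-4 had 0 counts in T cells and were at least 82.7-, 68.9-, 55.7-, 53.3- and 37.4-fold lower. These folds are lower bounds, so the rank of these genes against genes outside the 8 is not fixed. Igkv3-2 was lower by a ratio of 533 (interval 147 to 4410), and Ighg2c, an IgG constant region, had a log2 fold change of -8.82 (SE 0.0723). Among the largest rises, Vmn2r113, a vomeronasal receptor, was at least 88-fold higher, Scn2a, a neuronal sodium channel, was higher by a ratio of 162 (interval 44.2 to 1350), Nrk by 133 (36.1 to 1110) and Col5a2 by 122 (32.9 to 1020). Epha5, Nalcn, Olfr1192-ps1 and Mmp16 rose by 5.95, 5.74, 5.69 and 5.58 (log2). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 8073 of 14425 genes differed, 4134 higher and 3939 lower in T cells. Material and preparation cannot be separated in this comparison, and 10.1% of calls on simulated data were false. The median log2 fold change of all genes was 0.01 with TMM and 0.13 with library sizes alone. Change between the materials also went with gene length (Spearman correlation 0.213). Genes called higher had a median exon length of 5658.5 bases and genes called lower 4221, and list changes were not separated from this trend.

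The next question was what changes when 10000 T cells become 100. Among the 100-cell libraries, replicate 3 carried transcripts of other cell types. B cell genes took 1.79% of its counts, while the lowest library of the group had 0.137% and the 10000-cell libraries had 0.190 ± 0.0103% (n = 3). Its 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 184 CPM, against 0 to 4.33 CPM in the other T cell libraries. The group means moved with this library: Igkc lay at 1165 ± 1914 CPM and Ltf, a neutrophil granule gene, at 219 ± 363 CPM (n = 3 each).

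With all libraries, edgeR's quasi-likelihood test called 0 of 14099 genes between 100 and 10000 cells, with 1686 genes at an unadjusted p under 0.05. DESeq2 called 335 and voomWithQualityWeights 209. Camera put T cell core and naive T cell genes lower at 100 cells (adjusted p = 0.0248 each), ribosomal protein and oxidative phosphorylation genes lower (0.000148 and 0.00707) and histone genes higher (0.0248). With an estimated correlation the adjusted p was 0.837, 0.837, 0.837, 0.346 and 0.441. None of their members passed over all genes, and 1 T cell core gene rose and 3 naive T cell and 9 ribosomal protein genes fell adjusted over the list alone.

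Without replicate 3, 357 genes differed, 85 higher and 272 lower at 100 cells. Cd4 fell by 0.58 (log2, SE 0.0817), and Cd74 and H2-Ab1 of antigen presentation by 0.97 (SE 0.142) and 1.54 (SE 0.246). The mitochondrial genes mt-Nd5 and mt-Cytb fell by 0.46 (SE 0.0533) and 0.41 (SE 0.0555). The largest rises were Foxd1 at 5.14 (SE 0.907), Cyp1a1 at 3.90 (SE 0.783), Dok6 at 3.65 (SE 0.598) and Krt35 at 3.32 (SE 0.691), followed by Exoc3l, Radil and Txlnb at 3.23, 3.09 and 2.73. Sgcb, Perm1, Syne3, AW011738, Sez6l2 and Hic1 had 0 counts at 100 cells and were at least 19.8-, 17.3-, 13.9-, 13.6-, 13.5- and 12.8-fold lower. Snx33 and Zfp788 were lower by ratios of 38.4 (interval 13 to 187) and 37.1 (10.2 to 309). The T cell core, naive T cell and histone calls were lost, with medians of -0.15, -0.18 and 0.97 against -0.34, -0.30 and 0.69 with it (adjusted p = 0.573, 0.295 and 0.0578). Camera then put B cell, red pulp macrophage, MHC class II, ribosomal protein and oxidative phosphorylation genes lower (adjusted p = 0.0276, 0.0410, 0.0276, 0.0391 and 0.0391), and with an estimated correlation the adjusted p was 0.527 for B cell and 0.451 for the other lists. With DESeq2 size factors the red pulp macrophage, ribosomal protein and oxidative phosphorylation calls were lost (adjusted p = 0.0516, 0.0903 and 0.0576). Of their members 1, 0, 2, 5 and 3 fell, or 6, 0, 5, 29 and 3 adjusted over the list alone. The list tests without this library were chosen after seeing the data. On simulated data the full comparison recovered 1.42% of genes changed 2-fold and 26.4% of those changed 4-fold.

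**Figure D2:**
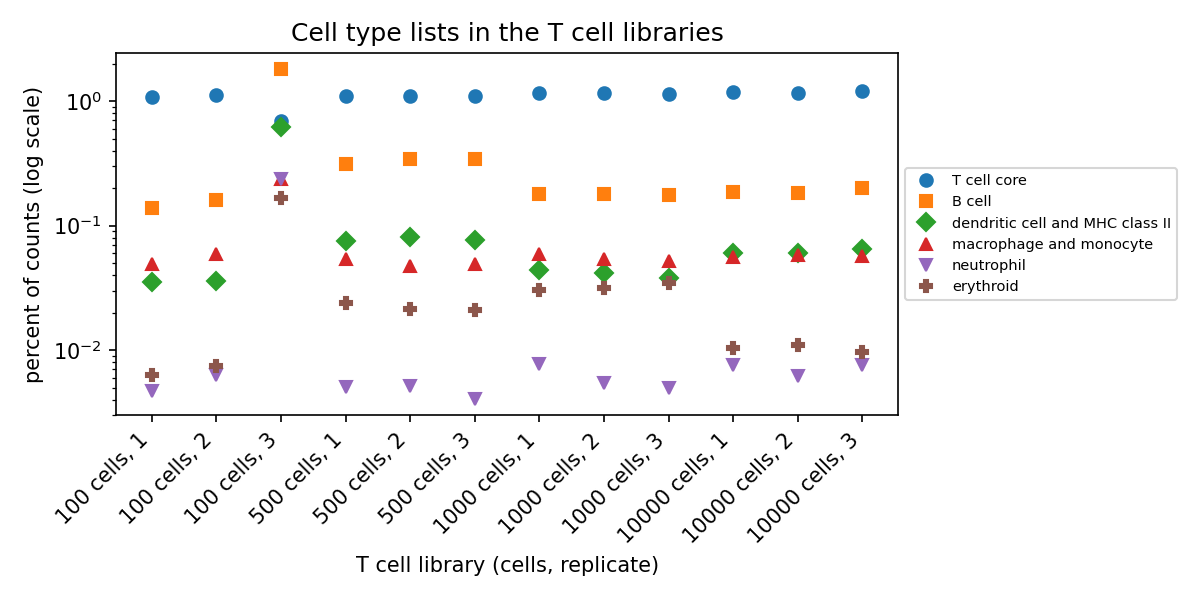
Percent of counts (log scale) on 6 cell type lists in each of the 12 T cell libraries. Replicate 3 of the 100-cell group had 1.79% on B cell genes, while the 500-cell libraries had 0.315 to 0.343%.

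At 500 cells, the largest changes were in antibody genes. Igha, the IgA constant region, lay at 2408 ± 75.7 CPM in the 500-cell libraries and 3.39 ± 1.28 CPM at 10000 cells (log2 fold change 9.44, SE 0.110, n = 3 each), and was higher in all 3 libraries. Ighv1-9, a heavy chain variable gene, and Jchain, the joining chain of IgA and IgM, rose by 8.78 (SE 0.316) and 5.87 (SE 0.175). A single kappa variable gene took 74.9 ± 0.471% of kappa variable counts there. Ighm, the IgM constant region, was at 891 ± 43.0 CPM and 837 ± 61.2 CPM and did not pass (adjusted p = 0.575).

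In the same comparison 6 of 19 B cell genes and 3 of 8 plasma cell genes rose, or 8 and 7 adjusted over the list alone (camera adjusted p = 9.69e-06 each). Erythroid genes rose too, 3 of 11 (4 over the list alone), with Hbb-bs up 1.64 (SE 0.229) and Hba-a1 up 1.68 (SE 0.270). With an estimated correlation the adjusted p was 0.176, 0.151 and 0.172. Macrophage and monocyte genes fell, 3 of 17 (4 over the list alone), with Cd68 down to a log2 fold change of -1.98, and red pulp macrophage (1 of 9) and cell cycle genes (3 of 23) fell by the same counts over the list alone. Their camera adjusted p was 0.0329, 0.0196 and 0.0212, and 0.181, 0.176 and 0.176 with an estimated correlation. The largest falls were Mpo, a neutrophil peroxidase, at -2.58 (SE 0.443), Tacc3 at -2.04, Cd68 at -1.98 and Capn10 at -1.78. Within T cell lists, Cd4 fell by 0.32 (SE 0.0726), Zbtb7b, a helper lineage factor, fell by 0.59 (SE 0.129), and Klf2 rose by 0.25 (SE 0.0646). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 439 of 13674 genes differed, 102 higher and 337 lower. Without replicate 1, 2 or 3 of the 10000-cell group the count was 149, 173 or 150, and with all T cell groups in 1 fit it was 30, 7 higher and 23 lower.

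**Figure D3:**
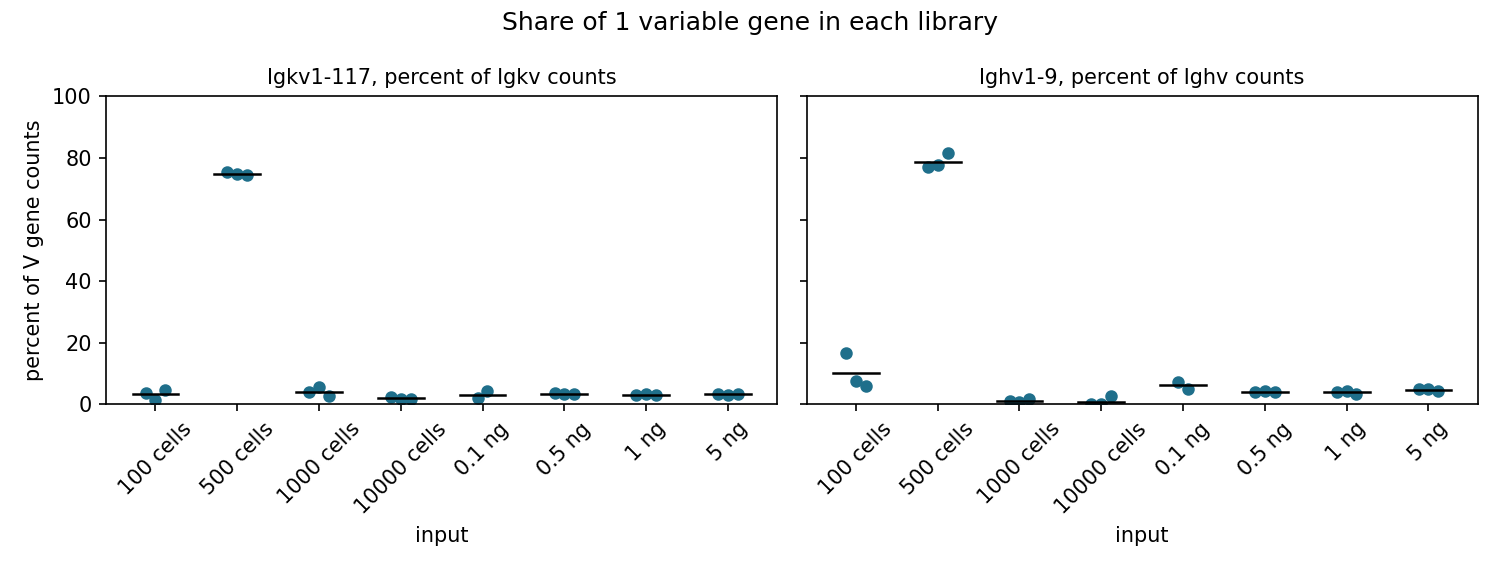
Percent of Igkv counts on 1 kappa variable gene and of Ighv counts on Ighv1-9 in each library, with points as libraries and bars as means. The 500-cell libraries had 74.4 to 75.4% and 77 to 81.7%, while the 5 ng means were 3.21% and 4.65%.

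At 1000 cells, red cell genes were higher than at 10000. Hba-a1 and Hbb-bt, globins, rose by 2.22 (SE 0.221) and 2.13 (SE 0.309), Hbb-bs by 1.91 (SE 0.202), Aqp1, a red cell water channel, by 2.90 (SE 0.499) and Kel, a red cell surface protein, by 2.22 (SE 0.558). Of 11 erythroid genes 7 rose, or 8 adjusted over the list alone, and the call held with an estimated correlation (camera adjusted p = 1.68e-12; adjusted p = 0.0313 with an estimated correlation). Antigen presentation genes fell, with Cd74 down by 0.59 (SE 0.0898) and H2-Ab1 by 0.82 (SE 0.179).

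Of 12 dendritic cell and MHC class II genes 3 fell (7 over the list alone; camera adjusted p = 0.00434; 0.266 as adjusted p with an estimated correlation). Mitochondrially encoded genes rose, 7 of 12 (8 adjusted over the list alone; camera adjusted p = 0.000102; adjusted p = 0.410 with an estimated correlation), with mt-Co1 and mt-Nd1 up by 0.25 each. Ribosomal protein genes rose, 10 of 82 (18 up and 2 down over the list alone; camera adjusted p = 0.00153; adjusted p = 0.299 with an estimated correlation), and so did 1 of 10 red pulp macrophage genes, Vcam1 at 0.96 (1 over the list alone; camera adjusted p = 0.0133; adjusted p = 0.266 with an estimated correlation). Genes called higher at 1000 cells had a median exon length of 3905 bases and genes called lower 8360. The Spearman correlation of change with length was -0.0706, and list changes at 1000 cells were not separated from length. Cd300e rose by 2.31 (SE 0.667). Chst11, Bmp7, Egr3, an activation-induced factor, and Plxnd1 had log2 fold changes of -2.94, -1.99, -1.90 and -1.73. Cd4 fell by 0.48 (SE 0.0733) and Lck, a T cell kinase, by 0.19 (SE 0.0510), whereas Trac rose by 0.24 (SE 0.0579) and Cd8b1 by 0.25 (SE 0.0685). In all, 438 of 13415 genes differed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 165 higher and 273 lower. Without replicate 1, 2 or 3 of the 10000-cell group the count was 201, 217 or 181, and with all T cell groups in 1 fit it was 15, 0 higher and 15 lower, so that no rise of this comparison passed there, those of the red cell genes included.

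Across the T cell series, a slope per 10-fold more cells was fitted over 12 libraries. Trim62, Pdlim4, Tubgcp6 and Cad, a pyrimidine synthesis enzyme, rose with cell number by 1.79 (SE 0.398), 1.26 (SE 0.294), 0.88 (SE 0.176) and 0.65 (SE 0.109), and Cd4 rose by 0.33 (SE 0.0669). Ighg2c, Ighg2b, Ltf and Chil3 had slopes of -3.32 (SE 0.609), -3.04 (SE 0.574), -2.90 (SE 0.574) and -2.07 (SE 0.462), and their 100-cell means carried an SD as large as the mean, such as 350 ± 586 CPM for Ighg2c. These falls rested on replicate 3 of the 100-cell group: without it the slopes of Ighg2c, Ighg2b, Ltf and Chil3 did not pass. Camera put T cell core, naive T cell, ribosomal protein and oxidative phosphorylation genes up and B cell and neutrophil genes down with cell number (adjusted p = 0.00224, 0.00439, 2.74e-05, 0.00339, 0.00504 and 0.0450). The neutrophil call was lost with DESeq2 size factors (adjusted p = 0.0938), and with an estimated correlation the adjusted p was 0.673 for each of these 6 lists. None of the 6 passed without replicate 3 of the 100-cell group, in a test chosen after seeing the data: the adjusted p was 0.346, 0.269, 0.153 and 0.0909 for the lists that rose, and B cell and neutrophil genes changed direction (adjusted p = 0.377 and 0.587). Members past the test were 1 up and 1 down of 24, 1 of 12, 0 of 83, 0 of 75, 1 of 19 and 5 of 13, and adjusted over the list alone 6 up and 1 down, 5, 14, 0, 18 and 7. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 115 of 15128 genes changed, 72 rising and 43 falling, and with DESeq2 size factors 40 rose and 49 fell. Without replicate 1, 2 or 3 of the 10000-cell group the count was 14, 30 or 26, and without replicate 1 of the 100-cell group 181. Without replicate 3 of the 100-cell group 166 genes changed, 125 rising and 41 falling.

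Ribosomal protein genes were lower at 0.1 ng than at 5 ng RNA by camera, a call lost with an estimated correlation (adjusted p = 0.110). Of 83 such genes, 74 fell and 0 rose (77 fell adjusted over the list alone), with a median log2 fold change of -0.84, while without any 1 of the 5 ng libraries at most 1 gene of all those tested was called. Rpsa fell by 0.84 (SE 0.0686), Rplp0 by 0.59 (SE 0.0462), and Eef1a1, a translation elongation factor, by 0.55 (SE 0.0400). Abundant blood cell transcripts fell as well: Hbb-bs by 0.93 (SE 0.0565), S100a8 and S100a9, neutrophil calcium-binding proteins, by 0.90 (SE 0.0720) and 0.83 (SE 0.0592), and Igkc by 0.79 (SE 0.0473). The median log2 fold change of all genes was -0.21. Change at 0.1 ng also went with gene length (Spearman correlation 0.175), genes called higher having a median exon length of 6119 bases and genes called lower 3738, and the falls of lists were not separated from this trend.

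Camera at 0.1 ng called ribosomal protein genes (adjusted p = 1.3e-15), oxidative phosphorylation genes, of which 13 of 77 fell (16 over the list alone; 5.58e-05; adjusted p = 0.110 with an estimated correlation), histone genes, 2 of 41 (0 adjusted over the list alone; 0.00142; adjusted p = 0.165 with an estimated correlation), and erythroid genes, 6 of 14 (6 over the list alone; 0.04998, and 0.05498 with DESeq2 size factors; adjusted p = 0.518 with an estimated correlation). MHC class II genes H2-Aa and H2-Ab1 fell by 0.57 (SE 0.0456) and 0.40 (SE 0.0703), but that list did not pass (4 of 13 fell, 5 over the list alone; adjusted p = 0.789). Genes with 0 counts in both 0.1 ng libraries included Rcc1, a chromatin-bound exchange factor, at least 48.8-fold lower, and Zcchc9, Mrpl2, Pdxk, Zdhhc14, Zscan21, Phf11c and Cd99l2, at least 27.4-, 26.9-, 26.2-, 25.4-, 25.4-, 24.4- and 24.2-fold lower. Among the largest rises, Il1rapl1, Vmn1r72, Olfr1508, Otogl, Olfr127 and Dsg1b had 0 counts at 5 ng and were at least 204-, 184-, 116-, 110-, 96.2- and 80.2-fold higher, while Vmn2r65 and Ppp1r3c were higher by ratios of 265 (interval 71.1 to 2220) and 240 (40.8 to 9730).

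By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 1572 of 13982 genes differed at 0.1 ng (n = 2 and 3), 656 higher and 916 lower. Which direction held more genes turned with the method: 461 were higher and 131 lower with voomWithQualityWeights and 1501 and 1461 with DESeq2, against 77 and 315 with replicate number as a block. The count was 1, 0 and 0 without replicate 1, 2 or 3 of the 5 ng group and 7869 and 8075 without replicate 1 or 2 at 0.1 ng, where a lone library is assumed to vary like the 5 ng group. On simulated data 4.59% of genes changed 2-fold were recovered and 13.7% of calls were false.

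At 0.5 ng, ribosomal protein genes were again lower than at 5 ng: 64 of 82 fell (74 adjusted over the list alone), with a median of -0.31, and the call held with an estimated correlation (camera adjusted p = 1.75e-23; adjusted p = 0.0464 with an estimated correlation). Rpsa fell by 0.29 (SE 0.0338) and Igkc by 0.36 (SE 0.0277). Change at 0.5 ng went with gene length too (Spearman correlation 0.126). Genes called higher had a median exon length of 6256 bases and genes called lower 3449. List changes at 0.5 ng, the ribosomal protein call included, were not separated from this trend. Oxidative phosphorylation genes fell, 7 of 77 (8 over the list alone; camera adjusted p = 5.43e-06; adjusted p = 0.128 with an estimated correlation), among them Ndufc1 at -1.46 (SE 0.340). Mitochondrially encoded genes rose, 7 of 13 (9 over the list alone; camera adjusted p = 6.73e-05; adjusted p = 0.218 with an estimated correlation), with mt-Nd5 up by 0.23 (SE 0.0303). The T cell receptor beta variable genes Trbv31, Trbv13-3 and Trbv13-1 rose by 3.06 (SE 0.560), 2.00 (SE 0.410) and 1.95 (SE 0.330), and Shcbp1l by 2.02 (SE 0.509). Apc2, Cul7 and Prpf40b had log2 fold changes of -1.73, -1.51 and -1.47. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment 639 of 12558 genes differed, 361 higher and 278 lower. Without replicate 1, 2 or 3 of the 5 ng group the count was 172, 206 or 202, and with all RNA groups in 1 fit it was 34. In these runs more genes were lower than higher (82 higher and 90 lower, 96 and 110, 92 and 110, and 7 and 27), as without a filter on low counts (376 and 444).

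At 1 ng, 3 of 12616 genes differed from 5 ng by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lars2, the mitochondrial leucyl-tRNA synthetase, rose by 0.40 (SE 0.0514), and Cap1, an actin regulator, fell by 0.76 (SE 0.0987). The third, Gm10800, had a log2 fold change of -0.32 (SE 0.0585) and is named outside the rule, after its values were seen. Lars2 lay at 14393 ± 1179 CPM at 1 ng and 10902 ± 1343 CPM at 5 ng, above Actb at 3272 and 3208 CPM. Whether all counts on Lars2 came from its own transcript was not tested. Ribosomal protein genes were lower by camera (adjusted p = 2.88e-05) with 0 of 82 past the test over all genes and 11 adjusted over the list alone, and adjusted p = 0.718 with an estimated correlation. An unadjusted p under 0.05 was found for 1317 genes, and DESeq2 called 115. Without replicate 2 or 3 of the 1 ng group the count was 14 or 45.

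**Figure D4:**
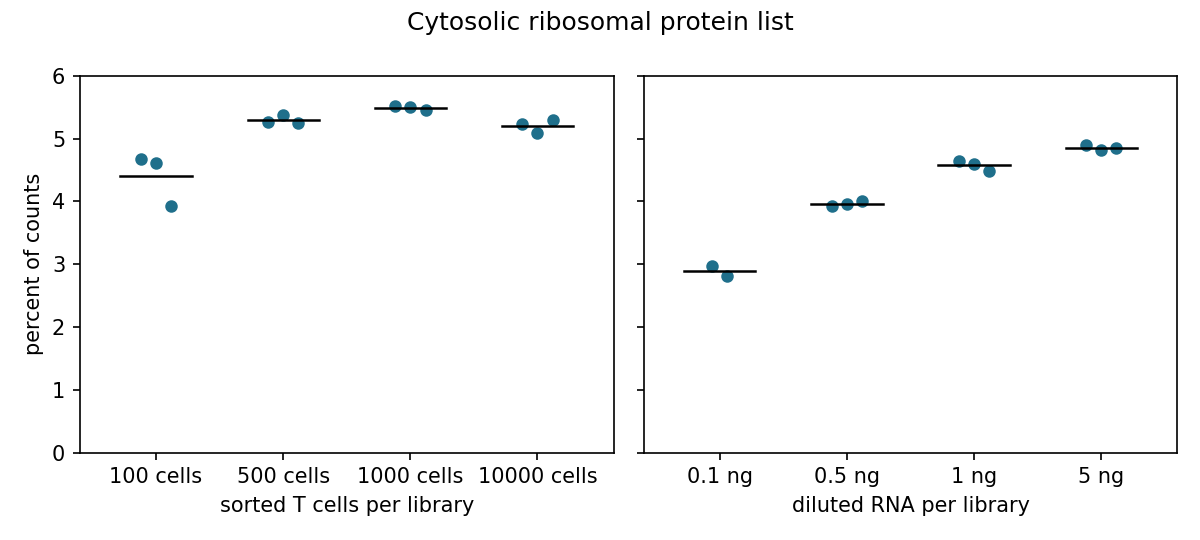
Percent of counts on the cytosolic ribosomal protein list, by cells or RNA per library, with points as libraries and bars as means. In RNA the means ran from 2.89% at 0.1 ng to 4.85% at 5 ng, and in T cells they were 4.40%, 5.29%, 5.49% and 5.20% at 100, 500, 1000 and 10000 cells.

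Across the RNA series, slopes per 10-fold more RNA were fitted over 11 libraries. Ribosomal protein genes rose, 75 of 82 (76 adjusted over the list alone; camera adjusted p = 8.7e-30), as did 9 of 77 oxidative phosphorylation genes (16 over the list alone; 4.49e-08), 4 of 14 erythroid genes (5 over the list alone; 0.00661) and 0 of 43 histone genes (0 over the list alone; 0.000879). The adjusted p of each was 0.331 with an estimated correlation. Slopes fell with gene length (Spearman correlation -0.179), and list changes were not separated from this trend. Igkc rose by 0.44 (SE 0.0405), Hbb-bs by 0.53 (SE 0.0681) and Rpsa by 0.46 (SE 0.0693) per 10-fold. The largest slopes upward were those of Zfp276, Kif9, Tnfaip8l1 and Gtpbp8, at 1.79 (SE 0.448), 1.61 (SE 0.467), 1.60 (SE 0.415) and 1.52 (SE 0.427). The largest downward were those of Vmn1r72, Il1rapl1, Olfr1508 and Olfr127, which had 0 counts at 5 ng and are bounded above. In total, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 792 of 13948 genes, 296 rising and 496 falling. On simulated data with the unequal spread of these groups 37.3% of calls were false, and with replicate number as a block 138 rose and 113 fell. Leaving out 1 library gave 474 to 856 genes: 474 and 489 without replicate 1 or 2 at 0.1 ng, 508 and 506 without replicate 2 or 3 at 5 ng, and 856 without replicate 2 or 3 at 0.5 ng.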

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

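The test of the difference in slope between materials, the test against the 0.1 ng libraries, the test of a single clone, the test of library depth and the test of background at 0.1 ng were chosen only after the results were seen.

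The slope per 10-fold more input differed between T cells and diluted RNA for 4 gene lists, by camera on the difference of slopes, and each was lower in T cells. The median difference of slopes was -0.435 for cytosolic ribosomal protein genes (adjusted p = 7.62e-29; adjusted p = 0.139 with an estimated correlation) and -0.335 for nuclear-encoded oxidative phosphorylation genes (adjusted p = 1.33e-06; adjusted p = 0.133 with an estimated correlation). It was -0.218 for proteasome genes (adjusted p = 0.0365; adjusted p = 0.133 with an estimated correlation) and -0.643 for replication-dependent histone genes (adjusted p = 0.00159; adjusted p = 0.133 with an estimated correlation). Without replicate 3 of the 100-cell group these differences were -0.527, -0.411, -0.301 and -0.624. The Spearman correlation of slope with gene length was -0.179 over RNA and -0.000224 over cells, a difference that was not tested, and the list differences were not separated from length. Groups of 2 or 3 libraries were too small for the test of single libraries that stand apart.

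Replicate 3 of the 100-cell group carried B cell, myeloid and erythroid transcripts. After subtracting the level of the other libraries of its group, their share of the 5 ng level was 0.336 to 0.512 for the 7 non-T cell lists tested. On that basis the Y-linked genes had a share of 0.536, above each of these lists. Of the 0.1 ng level the shares were 0.458 to 0.594 for the lists and 0.606 for the Y-linked genes. Stray non-T cells of the same preparation are argued against by the Y-linked genes, whose sum was 42.5 times the highest of the other 11 T cell libraries or the floor. Reads or RNA of the diluted RNA material mixed into this library remain a candidate explanation, since the Y-linked sum was 0.539 of the 5 ng mean, within the bounds of 0.2 to 0.6 set beforehand for the sum. Of the single genes only Ddx3y lay there, at 50.3 CPM in this library against 142 to 155 in the 5 ng libraries. Kdm5d lay below the bounds, at 3.72 CPM against 63.4 to 78.6. Eif2s3y and Uty lay above them, at 67.0 and 63.0 CPM against 68.6 to 92.9 and 40.2 to 50.3. The sum thus combined genes that missed the bounds in opposite directions. The 0.1 ng libraries held Kdm5d at 16.3 and 0 CPM and Uty at 38.7 and 8.06. Which of the diluted RNA libraries the material may resemble stays open, because the correlation with the 0.1 ng mean exceeded that with the 5 ng mean by 0.00133 only, and r was 0.958, 0.961, 0.955 and 0.957 with the 0.1, 0.5, 1 and 5 ng means, while it ran from 0.954 to 0.961 over the 0.5 ng libraries alone. Taken singly, the 0.1 ng libraries gave r of 0.946 and 0.926 and the 5 ng libraries 0.954 to 0.956. Ribosomal protein genes took 3.93% of counts in this 100-cell library, against 4.67% and 4.61% in replicates 1 and 2. Of the diluted RNA means only that at 0.1 ng (2.89%) was lower. The means at 0.5, 1 and 5 ng were 3.96% (range 3.925 to 4.005%), 4.575% and 4.85%. This value points to 0.1 ng but rests on 1 library, and r was highest with the 0.5 ng mean. The 0.1 ng replicates also resembled each other less, with r across genes of 0.853 against a mean of 0.988 at 5 ng. A cell from another, male animal was not tested.

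The 3 libraries of the 500-cell group shared high IgA transcripts, with Igha at 1.92 to 2.05 of its 5 ng level and Ighm at 0.043 to 0.0472. Carry-over from the diluted RNA is argued against, since the highest ratio of the Y-linked share to the Igha share was 0.00411. A single antibody-secreting clone in material shared by the 3 libraries remains a candidate explanation that the test made cannot decide. In that test, 1 kappa variable gene took at least 74.4% of Igkv counts in each of them. The gene had already been seen among the largest rises in these libraries, so its share restates the pattern and is not separate support. The sort for CD3+ cells would be meant to remove such a cell, and whether the 3 libraries came from 1 tube is not stated in the labels. Igha lay at 2324 to 2471 CPM in them, and at 0.737 to 6.39 and 1.95 to 4.41 CPM at 1000 and 10000 cells. Values so close would be met if the 3 libraries were aliquots of 1 sample, which was not tested. The 500-cell side of each test would then hold 1 sample, and its spread would be technical alone.

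Olfactory and vomeronasal receptor genes, 1435 in the table, took 0.332 ± 0.00984% of counts at 10000 cells (n = 3), 0.167 ± 0.00770% at 0.1 ng (n = 2) and 0.0203 ± 0.000420% at 5 ng (n = 3). For the T cell libraries depth is argued against as the whole cause of their excess over RNA, because the 10000-cell share was 10.5 times the 0.5 ng share at like depth; within RNA, where the 0.1 ng libraries were also the shallowest, it stays open. A background spread over genes by their length, such as genomic DNA, remains a candidate explanation at 10000 cells, where 5 lists of genes restricted to other tissues had a median of 1.33 times the receptors' counts per kb (range 1.14 to 1.76). At 0.1 ng it stays open, since the median was 1.62 but the lists ran from 1.36 to 4.20 times, 4 of them within 3 times. From those lists 8 genes were left out, 7 because they had been seen among the calls and Dsg1a because its relative Dsg1b had been, and these lay at 1.29 times the receptors at 10000 cells and 5.68 times at 0.1 ng. Receptor counts went with gene length at 10000 cells (Spearman correlation 0.745), where 96.45% of the receptors had a count. At 0.1 ng the correlation was 0.324 and 37.63% had a count, so a spread by length showed less clearly there. Intronic or intergenic counts, which would tell such a background from low transcription, were not analysed here.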

How the results depend on the processing

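The list tests, at 100 cells and over cell number, and the slope differences without replicate 3 of the 100-cell group were chosen only after the results were seen, and the other alternatives were set before the data were examined.

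The comparison of 10000 T cells with 5 ng RNA kept its count within 1.5 times of 8073 genes under each alternative run. In the other comparisons counts moved, and the cause was not tested. DESeq2 called 335 genes at 100 cells, 1033 at 500 and 778 at 1000, 2962 at 0.1 ng, 1323 at 0.5 ng and 115 at 1 ng, and 272 and 1691 for the slopes over cells and over RNA. With all groups of a material in 1 fit the counts were 391 at 100 cells, 30 at 500, 15 at 1000, 3395 at 0.1 ng, 34 at 0.5 ng and 0 at 1 ng. Without a filter on low counts they were 7 at 100 cells, 42 at 1 ng, and 188 and 1413 for the slopes over cells and RNA. With replicate number as a block they were 2 at 100 cells, 392 at 0.1 ng, 33 at 1 ng, and 49 and 251 for the slopes. voomWithQualityWeights gave 209 at 100 cells, 592 at 0.1 ng and 42 at 1 ng, and thinning gave 9 at 1 ng.

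Leaving out 1 library gave 0 to 357 genes at 100 cells, 149 to 505 at 500 and 181 to 411 at 1000, 0 to 8075 at 0.1 ng, 172 to 815 at 0.5 ng and 2 to 45 at 1 ng. The slopes gave 14 to 181 genes over cells and 474 to 856 over RNA. The value of 357 came without replicate 3 of the 100-cell group, and the lowest counts at 500 cells, at 1000 cells, at 0.1 ng and at 0.5 ng came without a library of the largest input. Where 1 library was left at 0.1 ng, it is assumed to vary like the 5 ng group.

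For named genes, 1633 values under other settings kept direction and side of the threshold and 210 kept direction alone. Leaving out 1 library kept both in 1528 values and direction alone in 429. For the neutrophil granule gene and slope named Ngp, log10 cell number, values ranged from -3.73 without replicate 3 of the 10000-cell group to 0.245 without replicate 3 of the 100-cell group, the 1 reversal among named genes. That library held 0.237% of its counts on neutrophil genes, against 0.00405 to 0.00774% in the other 11 T cell libraries.

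At a limit of 5 counts the relation of genes detected with input had r = -0.00621 in T cells and -0.715 in RNA, so its rise rested on genes with few counts. The gap in replicate r between the largest and smallest input was 0.153, 0.0814, 0.168 and 0.113 in T cells and 0.176, 0.0859, 0.210 and 0.125 in RNA, with a pseudocount of 0.1, a pseudocount of 10, a mean CPM of at least 10, and thinning. The ratio of BCV between smallest and largest input was 7.17 thinned and 4.58 at a mean CPM of at least 10 in T cells, and 13.5 and 7.50 in RNA. Leaving out 1 library gave 4.81 to 5.47 in T cells and 8.56 to 9.27 in RNA, and the direction was the same in each case.

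With an estimated correlation, camera called 0 lists at 100 cells, 0 at 500, 1 at 1000, 0 at 0.1 ng, 1 at 0.5 ng, 0 at 1 ng, and 0 for each slope, against 5, 6, 5, 4, 3, 1, 6 and 4 with the preset correlation. Fry, which tests whether a list moves 1 way and does not compare it with other genes, called 1, 10, 11, 17, 10, 1, 4 and 17. Without replicate 3 of the 100-cell group 5 lists passed, of which 2 also passed with it. For the slope over cells 0 of the 6 lists passed without that library, and B cell and neutrophil genes changed direction (adjusted p = 0.377 and 0.587).

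On data simulated for each comparison 1.42% of genes changed 2-fold were recovered at 100 cells, 42.5% at 500, 50.7% at 1000, 4.59% at 0.1 ng, 59% at 0.5 ng and 68.4% at 1 ng.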

Other observations

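The group of 11 genes around Gm10800 and the receptor share were measured only after the results were seen, and the tests on other splits of the libraries were set before.

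Other splits of the same libraries were counted for each comparison of 3 against 3, and 10 splits are too few for a share under 0.05. At 100 against 10000 cells the real count was 0 and the highest other 0, so 10 of the 10 splits gave as many genes. At 500 cells the real count was 439 and the highest other 0, at 1000 cells 438 and 0, at 0.5 ng 639 and 0, at 1 ng 3 and 1, and for 10000 T cells against 5 ng RNA 8073 and 0. For the slope over cells 1 of 100 draws, the real one, reached 115 genes, with a highest other of 73, and for the slope over RNA 1 of 100 reached 792, with a highest other of 255. For these slopes, chance assignment of single libraries is argued against at that share. Differences shared by the libraries of a group, apart from input, were not covered by these draws.

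The Gm10800 group, whose members are close relatives, took a mean of 8.80% of counts at 100 cells, 8.56% at 500, 6.77% at 1000 and 4.63% at 10000 (n = 3 each). In RNA the group took 3.93% at 0.1 ng (n = 2), and 0.641%, 0.478% and 0.595% at 0.5, 1 and 5 ng (n = 3 each).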
